A study of Mus musculus with 4 samples. Its data were reported in "Suppression of RBFox2 by Multiple MiRNAs in Pressure Overload-Induced Heart Failure" (2023).

How the data were processed

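RNA sequencing was performed by the authors on cardiomyocytes isolated from mouse hearts. Per the labels, 2 libraries came from sham-operated mice and 2 from mice with transverse aortic constriction (TAC), an operation that narrows the aorta and places a pressure load on the left ventricle. Per the methods of the study, hearts were taken apart by Langendorff perfusion, in which enzymes are pumped through the coronary vessels to release single cells. Total RNA was extracted with TRIzol and made into libraries with Illumina protocols. The aligner, the counting program, the genome build and the use of strand are not given in the sources used here. Groups and replicate numbers were taken from the sample titles.

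For each library, the authors deposited an expected count (an estimated count per gene that need not be whole) and an FPKM value (fragments per kilobase of transcript, scaled by library size). All libraries held the same 22322 Ensembl genes. Between 1432 and 1519 genes per library had an expected count that was not whole, which left open how fragments shared by similar genes were divided, and genes with close relatives such as Myh7 and Myh6, Acta1 and Actc1, or the haemoglobin genes carry that uncertainty. The length and the total behind the deposited FPKM are not given in the sources used here. The length implied by count, FPKM and column total differed by less than 5% between libraries for 80.7% of 2044 well-counted genes, so that part of the genes had a different effective length in different libraries. A symbol was absent for 16 rows, and 6291 genes had no count in any library.

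The expected counts summed to 28844755 in sham 1, 27678165 in sham 2, 32118323 in TAC 1 and 24237777 in TAC 2, and were rounded to whole numbers before testing. Before replicates were averaged, each pair of libraries was compared by a chi-square test over genes with counts. The statistic was 9.57 per degree of freedom for sham 1 against sham 2 and 33.14 for TAC 1 against TAC 2, far above sampling noise, so all 4 libraries were kept as separate samples. Against sham 1 and sham 2 it was 74.83 and 62.0 for TAC 1, and 27.57 and 26.96 for TAC 2. By this measure, which also grows with depth, TAC 2 lay nearer to both sham libraries than to TAC 1. Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, scaled by TMM factors (1.097 for sham 1, 1.04 for sham 2, 0.868 for TAC 1 and 1.009 for TAC 2), fitted with glmQLFit without a block and tested with glmQLFTest, TAC against sham. P-values were adjusted by the Benjamini-Hochberg method over the 12499 genes tested, and genes under an adjusted p of 0.05 were called. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. CPM values (counts scaled to a common library size) used the TMM-scaled library sizes of the tested genes. The common biological coefficient of variation was 10.5%.

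The study reported changed genes at a p under 0.05 and a fold change over 2 among genes with an FPKM over 2, and used a stricter FPKM over 5 for its protein network. It does not say whether that p was adjusted. The first of these cut-offs was applied with the unadjusted p of the same edgeR test and the mean deposited FPKM over the 4 libraries; the design had foreseen FPKM recomputed from counts and annotated length. The study named scaling by total counts, which was run as an alternative. With n = 2 per group, an exact permutation test of a single gene cannot go below p = 0.333, so every p of a single gene rests on the spread pooled over genes by edgeR, limma or DESeq2.

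Gene lists and the rule for naming genes were fixed before the data were examined, but after reading the study, including its published values for some genes, such as Derpc, Myh7, Acta1 and Edn3. The lists held 15 genes that the study named as changed in its results and the 6 genes of the Rbfox2 axis. A further 6 genes came from its discussion, which listed them among changed transcription factors reported to regulate miRNAs. There were also 5 fibroblast genes that the study used to judge purity. Other lists covered cardiomyocytes, endothelial cells, fibroblasts, macrophages, mural cells, red blood cells, immediate early genes and the 13 protein-coding mitochondrial genes. Cdh5 is both a study marker and an endothelial gene, Ddr2 is in both fibroblast lists, and Fos, Jun, Junb, Klf6 and Egr1 are both study markers and immediate early genes. Of a list of sex-linked genes, Ddx3y, Uty, Kdm5d and Eif2s3y on the Y chromosome had counts in all 4 libraries and none differed between groups (lowest edgeR adjusted p 0.186). Lists were tested with camera of limma 3.58.1 at the preset inter-gene correlation of 0.01 and adjusted over 8 lists, with fry and an estimated correlation as alternatives.

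Named genes were the 5 largest rises and the 5 largest falls among called genes with a mean of at least 5 CPM and both TAC libraries beyond both sham libraries, together with all genes of the study lists. Genes of the cell type and immediate early lists were named only with the result of a list.

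Transcript length, GC content and 3′UTR sequence came from GENCODE release M21, joined by Ensembl gene ID. Of the 22322 genes, 22267 (99.8%) matched and 55 did not, so the annotation of the authors may differ and no coordinates are given. Sites were exact 7-base matches to miRNA positions 2 to 8 of let-7, miR-16, miR-200b, miR-92a or miR-24 in the longest annotated 3′UTR of a gene, which leaves out matches to positions 2 to 7 followed by an A. These plain matches stand in for the target predictions of the study, and its miRNA measurements were not used here. Genes with sites were tested with camera over 6 sets. As controls, 40 reordered 7-mers per family were counted the same way, and sites were reassigned 10000 times among genes with a similar 3′UTR length and GC content.

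The edgeR steps were tested on simulated data with the means and depths of these libraries, in which 200 of 12321 genes were changed. The planted changes were 2-fold or larger, and each gene varied independently of the others. For TAC against sham the quasi-likelihood test recovered 176 of the 200 (88%), made 14 false calls and gave 0 wrong signs; DESeq2 recovered 167 with 12 false calls. In a second simulation over 12356 genes, camera called a list of 15 lowered genes (median log2 fold change −0.72) and did not call a list of 15 unchanged genes. Recovery of smaller changes in single genes was thus not tested, nor were differences between preparations that many genes share.

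Alternatives were DESeq2 1.42.0, scaling by total counts or by the upper quartile, no low-count filter, a mean of over 2 CPM, the replicate number as a block, splines on length and GC content (5 degrees of freedom each) removed from log2 CPM before limma, each library left out in turn, other thresholds and the edgeR exact test. Added after the data were seen were limma without correction, totals without the mitochondrial genes, total-count scaling with a library left out or with a fold change over 1.5, a fold change of mean FPKM with no test, and a crossed pairing. Permutation tests were run in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. Gene ontology terms, protein networks and published target databases were not used here.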

Results

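RNA levels in heart muscle cells after pressure overload were compared between 2 TAC and 2 sham libraries. The libraries held 24237777 to 32118323 counts, and 14495 to 14949 genes had a count in each. The 13 protein-coding mitochondrial genes took 39.84% of the counts in sham 1, 40.85% in sham 2, 47.42% in TAC 1 and 40.35% in TAC 2. The 95% Wilson intervals, which cover counting error only, were 39.82% to 39.86% in sham 1, 40.83% to 40.87% in sham 2, 47.4% to 47.43% in TAC 1 and 40.33% to 40.37% in TAC 2. The share in TAC 2 lay between those of the sham libraries. A mean FPKM over 2 was found for 8161 genes.

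Of the 12499 genes tested, 626 were called by the edgeR quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05, with 322 higher and 304 lower in TAC. At an unadjusted p under 0.05 there were 3438 genes. In all 626 called genes both TAC libraries lay beyond both sham libraries. Among all tested genes this held for 7515 (60.1%), where chance gives 33.3%. DESeq2 called 921 genes, with 444 higher and 477 lower. An adjusted p under 0.01 changed the count by the largest factor, to 92 genes. With no low-count filter 1676 genes were called, with 1336 called without TAC 2 and 301 without TAC 1.

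The cut-off of the study (p under 0.05, taken here as unadjusted, and fold change over 2 among genes with an FPKM over 2) was passed by 103 genes, 50 higher and 53 lower in TAC. The study also asked whether more mRNAs fell than rose. The answer changed with the scaling of the libraries. With TMM factors 51.5% of the genes past this cut-off were lower in TAC. When the same counts were scaled by total counts, 162 genes passed, of which 129 (79.6%) were lower and 33 higher. Among all genes called at an adjusted p under 0.05 the lower share rose from 48.6% to 80.1%, with 528 genes called by total counts. That count depended on single libraries. It was 234 (65.8% lower) without sham 1, 706 (91.5%) without sham 2, 629 (66.6%) without TAC 1 and 3507 (93.2%) without TAC 2. The median log2 fold change of all tested genes was −0.01 with TMM and −0.20 with total counts, so this scaling moved every gene down by about the same amount. With TMM, 158 genes passed the cut-off without sham 2 and 239 without TAC 2, of which 63.9% and 71.5% were lower. Without sham 1 the direction turned, with 37 of 99 genes (37.4%) lower, and without TAC 1 37 of 77 genes (48.1%) were lower. Totals that left out the mitochondrial genes gave 83 lower and 41 higher genes (66.9% lower), with a median of −0.11 over all tested genes.

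**Figure D1:**
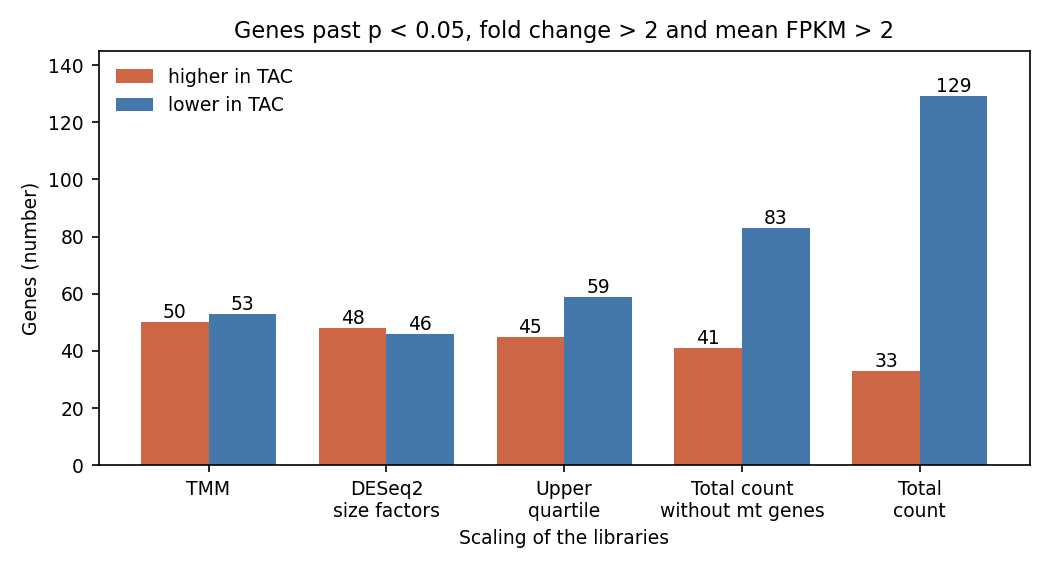
Number of genes (vertical axis) past an unadjusted p under 0.05, a fold change over 2 and a mean FPKM over 2, for 5 scalings of the 4 libraries (horizontal axis), as bars for genes higher and lower in TAC. The bars are nearly equal with TMM (50 and 53), while with total counts 129 genes are lower and 33 higher.

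Among called genes with a mean of at least 5 CPM, the largest rise was in Derpc (ENSMUSG00000117748), at 4.97 ± 0.67 (log2 fold change ± SE, edgeR adjusted p = 0.0122), but its sham level rested on 23 counts in sham 1 and 0 in sham 2. Myh7 (ENSMUSG00000053093), the beta-myosin heavy chain, rose from 62.9 ± 14.5 CPM in sham to 1089 ± 554 CPM in TAC (mean ± SD, n = 2 each), a log2 fold change of 4.11 ± 0.35 (edgeR adjusted p = 0.00445). Acta1 (ENSMUSG00000031972), skeletal alpha-actin, rose by 2.65 ± 0.26 (edgeR adjusted p = 0.00489), from 432 ± 156 to 2712 ± 626 CPM. How fragments shared with the close relatives Myh6 and Actc1 were assigned is not given in the sources used here. Edn3 rose by 2.51 and Nr4a3 by 2.36. Within the same limit of 5 CPM, the largest fall was in Fos (ENSMUSG00000021250), which went from 95.9 ± 44.6 CPM to 15.2 ± 1.46 CPM, a log2 fold change of −2.66 ± 0.30 (edgeR adjusted p = 0.00641). Egr1 followed at −2.60, Nfkbiz at −2.57, Dbp at −2.55 and Ier2 at −2.25, each on the log2 scale. Genes of the circadian clock in phase with Dbp had a median log2 fold change of −0.82. Egr1 stood at 172 CPM in sham 1 and 86.0 CPM in sham 2, so the sham libraries differed in level, although both lay above both TAC libraries. Nfkbiz rested largely on sham 1, where it reached 18.2 CPM against 5.18 CPM in sham 2.

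The 15 genes that the study named as changed were then examined. Of these, 14 were called over all genes, 8 higher and 6 lower in TAC, and 15 passed when adjusted over the list alone. Neither count is independent evidence, because the study picked these genes from these libraries. The natriuretic peptide gene Nppb rose from 167 ± 5.17 to 616 ± 204 CPM (mean ± SD, n = 2 each; log2 fold change 1.88 ± 0.20, edgeR adjusted p = 0.00535). Nppa rose by 1.46 ± 0.28 (edgeR adjusted p = 0.0334), with sham libraries at 208 and 106 CPM. Gdf15 rose by 2.43 from 1.19 CPM in sham, Tpm2 by 1.75, Myot by 1.47 and Tlr4 by 1.20. The log2 ratio of Tpm2 was 1.09 in the deposited FPKM and its log2 fold change 1.53 with total-count scaling. Without TAC 1, Nppa (edgeR adjusted p = 0.0614) and Tpm2 (0.108) were no longer called. Over the alternatives run, the adjusted p ranged from 6.2e-08 to 0.0614 for Nppa and from 1.18e-05 to 0.108 for Tpm2. The log2 fold change was −1.79 for Jun, −1.99 for Junb, −0.85 for Klf6 and −0.85 for Cdh5. Serping1 changed by −0.85 and missed the threshold (edgeR adjusted p = 0.0806). With all 4 libraries its adjusted p ranged from 0.00293 to 0.0887 over the alternatives. The size of its change depended on single libraries. It was −0.56 without sham 1, −1.09 without sham 2, −0.56 without TAC 1 and −1.2 without TAC 2.

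Rbfox2 is the splicing factor at the centre of the study, which asked whether its mRNA changes in TAC. Rbfox2 (ENSMUSG00000033565) was at 83.3 ± 3.23 CPM in sham and 79.9 ± 1.97 CPM in TAC (mean ± SD, n = 2 each). Its log2 fold change of −0.06 ± 0.07 did not differ from 0 (edgeR adjusted p = 0.625, with a range from 0.209 to 0.949 over the alternatives). In the deposited FPKM the same gene stood at 17.6 ± 0.743 in sham and 14.3 ± 0.651 in TAC, a log2 ratio of −0.30, and with total-count scaling the log2 fold change was −0.25 (edgeR adjusted p = 0.251). The direction turned after the length and GC correction, to 0.05 (limma adjusted p = 0.727). The axis genes were examined with the genes that the study listed among changed transcription factors. Of these, 11 of 12 could be tested, since Lin28b had at most 3 counts in a library. Enah (1.09 ± 0.09, edgeR adjusted p = 0.00342) and Sorbs2 (0.73 ± 0.07, edgeR adjusted p = 0.00492) were called, both targets of Rbfox2 splicing, and 5 genes passed when adjusted over the list alone. In the deposited FPKM the log2 ratio was 0.96 for Enah and 0.36 for Sorbs2, and with total-count scaling Sorbs2 was at 0.54 (edgeR adjusted p = 0.0367). Jph2 was at 0.25 (edgeR adjusted p = 0.117). It was at 0.05 with total-count scaling (edgeR adjusted p = 0.827), and its log2 ratio in the deposited FPKM was 0.05. The log2 fold change of Jph2 was 0.16 without TAC 1 and 0.33 without TAC 2. After the length and GC correction it was 0.36 (limma adjusted p = 0.0652). The miRNA processing genes Drosha (−0.05, edgeR adjusted p = 0.768) and Dicer1 (−0.28, edgeR adjusted p = 0.149) were not called. Cebpb (0.71) and Zeb2 (−0.64) were not called with edgeR adjusted p values of 0.1 and 0.0916, but were called by DESeq2 (0.0199 and 0.0401) and without TAC 2 (0.00272 and 0.0132). Zeb2 was also called without sham 2 (0.035). Their adjusted p ranged from 0.00272 to 0.374 and from 0.00886 to 0.284 over the alternatives. The log2 fold change of Cebpb was 0.29 without TAC 1 and 1.04 without TAC 2, and that of Zeb2 −0.47 without sham 1, −0.78 without sham 2, −0.38 without TAC 1 and −0.93 without TAC 2. Dicer1 was at −0.14 without sham 2. Zeb1 (−0.21), Tnfrsf10b (−0.48) and E2f1 (1.12, at 8 to 18 counts per library) were not called either. The log2 fold change of Zeb1 was −0.1 without TAC 1 and −0.32 without TAC 2. That of Tnfrsf10b was −0.16 without TAC 1 and −0.85 without TAC 2.

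**Figure D2:**
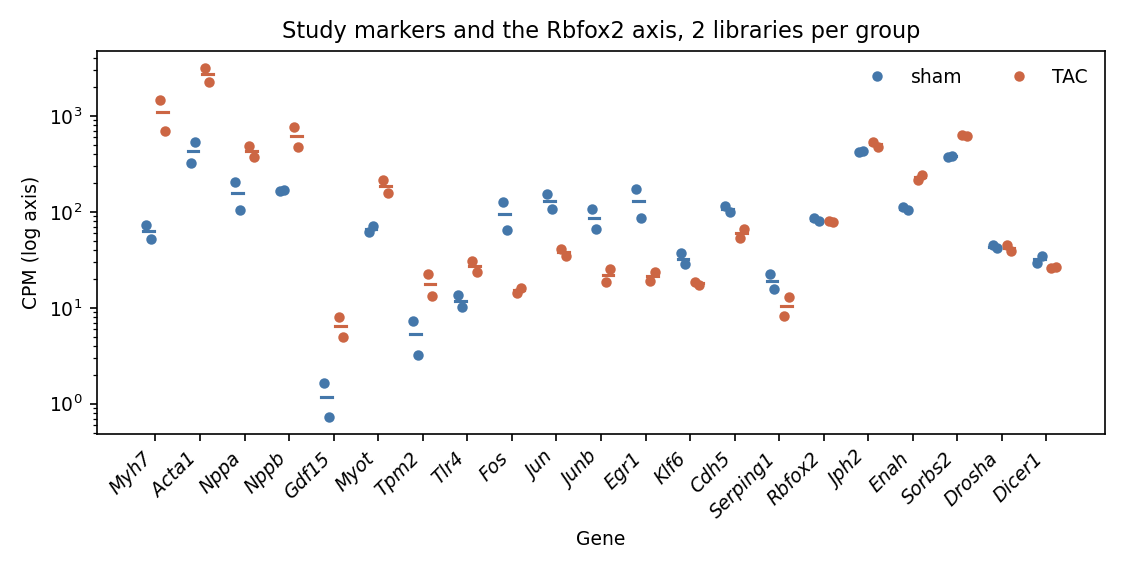
CPM on a log axis (vertical) for the genes named by the study and the Rbfox2 axis (horizontal), with 1 point per library and a short line at the mean of each group (n = 2). Rbfox2 has means of 83.3 CPM in sham and 79.9 CPM in TAC, whereas Myh7 is at 62.9 CPM in sham and 1089 CPM in TAC.

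To judge the purity of the isolated cells, the fibroblast genes used by the study were set beside cardiomyocyte genes. The highest of them, Ddr2, was at 6.13 ± 0.806 CPM in sham and 4.68 ± 1.19 CPM in TAC (mean ± SD, n = 2 each). Its log2 fold change was −0.4. In the deposited FPKM Ddr2 stood at 1.01 in sham and 0.535 in TAC, a log2 ratio of −0.92. Cdh11 was at 2.64 and 2.48 CPM, Vegfd at 1.21 and 2.08 CPM, Fap at 0.46 and 0.381 CPM, and S100a4 at 0.414 and 0.253 CPM in sham and TAC. Myh6 stood at 27080 and 23870 CPM. None of the 5 genes differed between groups (lowest edgeR adjusted p 0.204, and 0 of 5 at an unadjusted p under 0.05). Other fibroblast genes were more abundant, and those of a separate list, together with endothelial, macrophage and mural genes, are compared next.

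Lists of genes for cell types and for the immediate early response were compared as sets. With camera at a preset correlation of 0.01, the median log2 fold change was −0.63 for 15 endothelial genes (adjusted p = 1.19e-07), −0.82 for 15 fibroblast genes (1.19e-07), −0.90 for 15 macrophage genes (0.000184), −0.77 for 12 mural genes (0.000678) and −0.90 for 22 immediate early genes (1.18e-09). All 15 genes of the endothelial, the fibroblast and the macrophage list were lower in TAC, as were 11 of 12 mural and 21 of 22 immediate early genes. The cardiomyocyte list rose by 0.21 (camera adjusted p = 0.0174) and the mitochondrial list by 0.31 (0.016). Red blood cell genes had a median of 0.07 while the test pointed down, and were not called (camera adjusted p = 0.767); they were at −0.74 without TAC 2 (0.00124) and at 0.48 without TAC 1 (0.00128). None of these calls held under fry (lowest adjusted p 0.355) or with an estimated correlation (lowest adjusted p 0.605). With 2 libraries per group both have few residual degrees of freedom and little power. The preset correlation of 0.01, on which the calls rest, was not estimated from these data. The lists also differed between replicates. The median of the macrophage genes, relative to the mean of the 4 libraries, was 0.91 in sham 1 and −0.92 in TAC 1 but −0.02 in both sham 2 and TAC 2, and their log2 fold change was −0.34 without sham 1 and −0.51 without TAC 1, but −1.50 without TAC 2. The endothelial change was −0.43 without TAC 1, and the fibroblast change −0.54 without sham 1. The mural change was −0.47 without TAC 1, the immediate early change was −1.38 without sham 2, and the mitochondrial change was 0.05 without TAC 1 (camera adjusted p = 0.536) and 0.51 without TAC 2. Without sham 1 the cardiomyocyte change of 0.10 and the mitochondrial change of 0.21 were not called (camera adjusted p 0.184 and 0.17). With total-count scaling, where the median of all tested genes was −0.20, the medians were −0.80 for endothelial, −1.0 for fibroblast, −1.07 for macrophage, −0.94 for mural, −1.09 for immediate early, 0.03 for cardiomyocyte, 0.10 for mitochondrial and −0.09 for red blood cell genes. The rise of the cardiomyocyte and mitochondrial lists was thus smaller under this scaling (camera adjusted p = 0.049 and 0.000613 relative to other genes). Immediate early genes differed by a median of 0.70 between sham 1 and sham 2 and by 0.11 between TAC 1 and TAC 2.

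**Figure D3:**
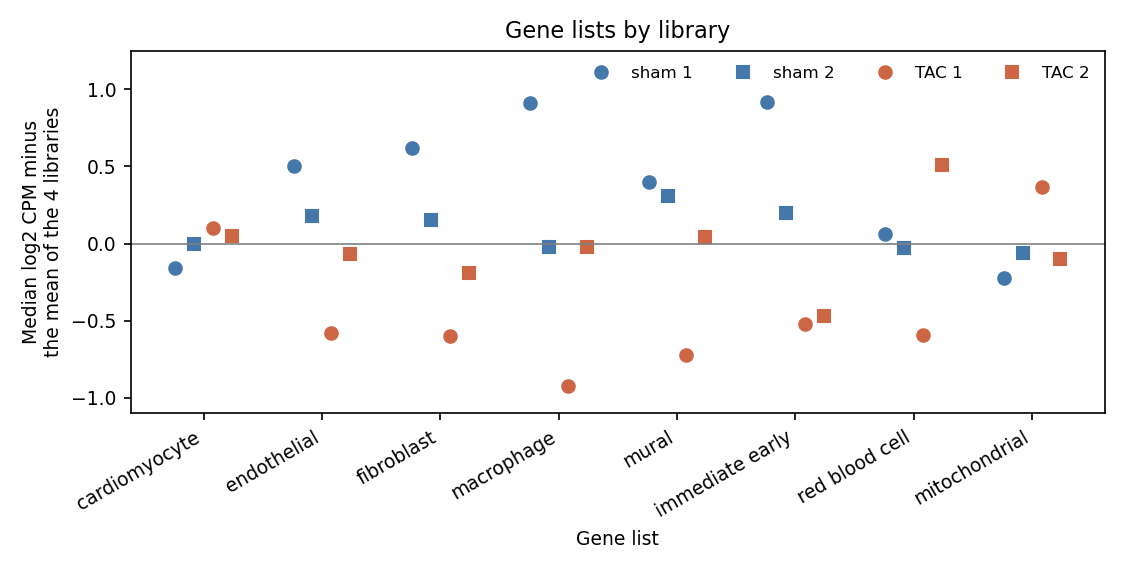
Median log2 CPM of each gene list relative to the mean of the 4 libraries (vertical axis), by list (horizontal axis), with 1 point per library. Sham 1 and TAC 1 lie at the ends of the endothelial, fibroblast and macrophage lists, and macrophage genes of sham 2 and TAC 2 coincide at −0.02.

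The study asked whether genes with sites for raised miRNAs are shifted towards lower expression. It used predicted sites for all of its significantly raised miRNAs, in genes with an FPKM over 2. Here seed matches of 5 families were used, over all tested genes with an annotated 3′UTR. Genes counted here as without a site may thus be targets of other raised miRNAs, which would weaken the contrast. Of the genes tested, 6325 had a seed site for at least 1 of the 5 families in the 3′UTR and 6058 had none. The median log2 fold change was −0.03 with and 0.02 without a site, a difference of −0.048 that camera did not call (adjusted p = 0.39). At the preset correlation of 0.01, the error that camera assumes grows with the size of a set. Sets this large leave it little power for so small a shift, and the simulated lists held only 15 genes. The missing call therefore does not exclude a small shift. By family the difference was −0.032 for let-7, −0.03 for miR-16, −0.032 for miR-200b, −0.064 for miR-92a and −0.044 for miR-24. Leaving out 1 library moved let-7 to −0.048 without sham 1 and −0.049 without TAC 2, and miR-16 to −0.015 without TAC 1. None of the 6 sets was called by camera (lowest adjusted p 0.303, for miR-92a) with TMM, where 0 had an unadjusted p under 0.05. With total-count scaling 1 of the 6, miR-92a, had an unadjusted p under 0.05 and was not called (camera adjusted p = 0.227). None was called by fry (lowest adjusted p 0.127), with an estimated correlation (0.252) or with DESeq2 statistics. Fry and the estimated correlation have few residual degrees of freedom with these libraries. Genes with a site had a median 3′UTR of 2039 bases against 657 bases without, and after the length and GC correction the difference changed its sign to 0.023. When sites were reassigned among genes of similar 3′UTR length and GC content, the difference was −0.056, and the observed value did not differ from it (two-sided permutation p = 0.096, adjusted p = 0.144 over 6 sets). The median fell with the number of families that had a site, from 0.02 with 0 families to −0.01 with 1, −0.05 with 2 and −0.06 with 3, and was also −0.06 in the 153 genes with at least 4. Reassigned sites gave 0.02, −0.02, −0.05, −0.06 and −0.07. In Rbfox2 itself, the longest annotated 3′UTR of 5172 bases held 2 sites for miR-16, 2 for miR-200b, 1 for miR-24 and 0 for let-7 and for miR-92a. Matches to positions 2 to 7 followed by an A, counted only in Rbfox2 and Jph2 and chosen after the first counts were seen, numbered 1 each for let-7, miR-16, miR-92a and miR-24 and 0 for miR-200b in Rbfox2. The miR-16 match also matched at position 8 and was already counted, so the rule used for all genes missed 1 site each for let-7, miR-92a and miR-24. In Jph2 the 3′UTR of 1697 bases held 3 sites for miR-24, and 0 matches of the second type for any of the 5 families.

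**Figure D4:**
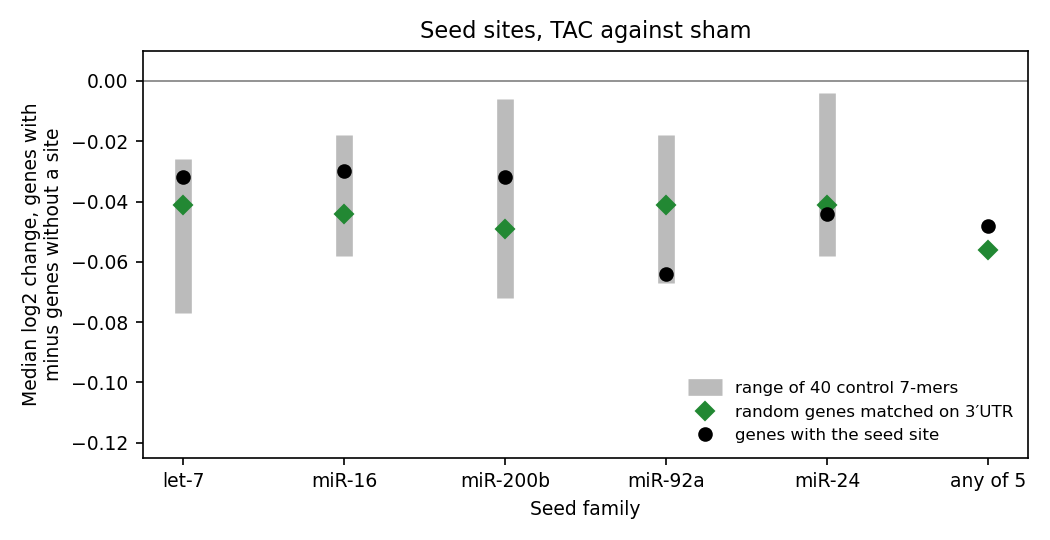
Difference in median log2 fold change between genes with and without a seed site (vertical axis) for 5 miRNA families and their union (horizontal axis), as points for the real sites, diamonds for random genes matched on 3′UTR length and GC content, and bars for the range of 40 reordered control 7-mers per family. Real sites lie inside the range of the controls in each of the 5 families, while the union has no controls.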

Values the study reported

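The study reported 8163 genes with an FPKM above 2 in isolated cardiomyocytes. Of these, 149 were reported as changed in TAC at p < 0.05 and a fold change above 2.0. The reported number of genes lower in TAC was more than 3 times the number of genes higher in TAC. The mRNA level of RBFox2 was reported as unchanged. Genes with predicted sites for raised miRNAs were reported as significantly shifted towards lower expression, more so with more sites.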

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

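The alternatives added after the data were seen were limma without correction, totals without the mitochondrial genes, the crossed pairing, the fold change of mean FPKM with no test, and total-count scaling with a fold change over 1.5 or with a library left out. A pseudocount of 0.1 was not run, since the test used counts. Over single genes and lists, 664 comparisons with an alternative were counted as unchanged, 29 lost a call, 15 gained a call and 1 reversed. The 664 stayed on the same side of the threshold with no called value changing its sign, except for some with no adjusted p. The latter were Tnfrsf10b, E2f1, S100a4 and Fap with DESeq2, and the seed families set against their reordered controls.

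With no low-count filter edgeR called 1676 genes, 707 higher and 969 lower, and 4 genes of the Rbfox2 axis list. The edgeR exact test called 1651 (712 and 939). DESeq2 called 477 lower genes and 4 axis genes. An adjusted p under 0.01 left 92 genes (70 and 22), and one under 0.1 gave 1817 (878 and 939). After the length and GC correction 183 lower genes were called, against 269 by limma without it. The cause of these moves was not tested beyond the thresholds themselves.

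With total-count scaling 105 higher genes were called, and 162 passed the study cut-off (33 higher, 129 lower). Totals without the mitochondrial genes gave 188 higher genes called and 83 lower genes past the cut-off. The highest fibroblast gene then stood at 9.42 CPM, which follows from the smaller denominator. A fold change over 1.5 gave 510 genes (183 higher, 327 lower), and with total-count scaling 773 (92 and 681). The cut-off was passed by 167 genes at an FPKM over 1 (103 lower) and by 56 at an FPKM over 5 (17 lower). A fold change of mean FPKM over 2 with no test was reached by 167 genes (130 lower), with a median log2 ratio of −0.12 over 8161 genes.

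Leaving out 1 library in turn, with the lone library of its group assumed to vary like the other group, gave 301 to 1336 called genes, 183 to 560 higher and 118 to 776 lower. The lowest counts came without TAC 1 and the highest without TAC 2. The study cut-off was passed by 77 to 239 genes (40 to 68 higher, 37 to 171 lower), with 158 genes (101 lower) without sham 2 and 37 lower genes both without sham 1 and without TAC 1. With total-count scaling the range was 88 to 431 (33 to 49 higher, 55 to 393 lower), and 249 (214 lower) without sham 2, with lower shares of 59.8% without sham 1, 85.9% without sham 2, 62.5% without TAC 1 and 91.2% without TAC 2. For called genes total-count scaling gave 234 (80 higher, 154 lower) without sham 1, 706 (60 and 646) without sham 2, 629 (210 and 419) without TAC 1 and 3507 (237 and 3270) without TAC 2. With TMM between 2 and 4 axis genes were called. The red blood cell list went to −0.74 without TAC 2 (camera adjusted p = 0.00124) and to 0.48 without TAC 1 (0.00128), so its direction rested on 1 TAC library each time.

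Of the 7 lists called by camera, 0 were called by fry and 0 with an estimated correlation, both of which have little power with 2 libraries per group. The cardiomyocyte and mitochondrial lists were also lost after the length and GC correction (camera adjusted p 0.104 and 0.087; 0.131 and 0.103 with the block) and without sham 1 (0.184 and 0.17), and the mitochondrial list without TAC 1 (0.536). The endothelial, fibroblast, macrophage, mural and immediate early lists were lower in TAC and called by camera in every other setting run. No seed set was called in any setting, but camera had little power for sets of that size.

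Over all settings, Tpm2 lost its call with DESeq2 (adjusted p = 0.0848), upper quartile scaling (0.056), the length and GC correction (0.0557), totals without the mitochondrial genes (0.0633) and without TAC 1 (0.108). Nppa lost it with the length and GC correction (0.0531), totals without the mitochondrial genes (0.0531) and without TAC 1 (0.0614). Serping1, Cebpb and Zeb2 were called with DESeq2, with no filter, with the crossed pairing and without TAC 2, and Serping1 and Zeb2 also without sham 2. The cause was not tested.

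The replicate numbers shared by the groups were checked for pairing. Over 12499 genes the difference of sham 1 and sham 2 correlated with that of TAC 1 and TAC 2 at r = −0.24 (across genes, which are not independent), and the labels state no pairing. The methods of the study speak of sham and TAC mice in pairs without giving which libraries form a pair, so whether the numbers mark these pairs is not known here and they were not taken to pair the samples. With the replicate number as a block 566 genes were called (268 higher, 298 lower) and 106 passed the study cut-off. The block together with the length and GC correction gave 388 called genes, 169 of them lower. With the crossed pairing as a block 2131 genes were called (968 higher, 1163 lower), and 4 axis genes.

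The depth of 24237777 to 32118323 counts, with 39.84% to 47.42% of it in mitochondrial genes, limits genes such as Lin28b, with at most 3 counts.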

Other observations

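Tests chosen only after their result had been seen were those on the mitochondrial genes, on the shift of most mRNAs, on a loss of other cells, on scaling and on length and GC content as sources of the lower cell type lists, on the length and GC correction of the seed sites, on the seed families taken apart, and on the other splits of the libraries.

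Genes lower in TAC were 1.06 times as many as genes higher in TAC at the cut-off of the study. That is lower than the value quoted from the study above. With total-count scaling the ratio was 3.91, and with totals that left out the 13 mitochondrial genes it was 2.02. The mitochondrial genes were tested as the whole source of the excess of lower genes. Without them in the totals, 66.9% of the genes past the cut-off were still lower, between the 79.6% of total counts and the 51.5% of TMM, so they account for a part only. A true fall of most nuclear mRNAs relative to total RNA cannot be told apart from a shift of single libraries. Over 8161 genes the median log2 difference with total counts was −0.12 between groups but −0.19 between TAC 1 and TAC 2, and 2 libraries per group with no added standard are too few. TMM assumes that most genes do not change, so it would hide such a fall.

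All 5 study fibroblast genes were low, yet the wider lists of endothelial, fibroblast, macrophage and mural genes were lower in TAC. The most abundant endothelial genes were Kdr, Cdh5 and Ptprb, with means over the 4 libraries of 102 CPM, 83.5 CPM and 70.5 CPM and log2 fold changes of −0.61, −0.85 and −0.75. For the fibroblast genes Gsn, Dcn and Col3a1 the means were 168 CPM, 65.3 CPM and 34.7 CPM and the changes −0.96, −0.82 and −0.87. For the macrophage genes Lyz2, Csf1r and Mrc1 they were 24.7 CPM, 11.7 CPM and 9.94 CPM, and −0.90, −1.02 and −1.36. For the mural genes Des, Abcc9 and Rgs5 they were 1770 CPM, 342 CPM and 173 CPM, and 0.37, −0.43 and −0.70, and Des is also a gene of heart muscle. Cdh5 and Ddr2 were in lists of the study as well. A scaling factor moves all genes of a library alike, and the list medians differed from the median of all genes by −0.62 or more, so scaling alone does not account for the difference. Length and GC content left a median fall of at least −0.65 after correction. Expression level did not account for it, since each list median lay at the 0.01 percentile of 10000 random lists matched on mean expression, the smallest these lists can give. An equal loss of all other cells from the TAC preparations cannot be told apart from unequal losses. The lists differed from each other (permutation p = 0.00724, rank test over genes, which are not independent), but heart muscle itself may express some of these genes, as with Des, and how much it does was not measured. Unequal losses of each cell type, and lower expression within those cells after TAC, stay open and were not tested. Sham 1 was highest and TAC 1 lowest in all 4 lists, so differences between single preparations may enter as well.

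Immediate early genes, of which the study picked 5 from these libraries, had a median log2 fold change of −0.90, and 9 of the 22 fell further than the lowest of 57 cell type genes (−1.36). Whether they fell only because other cells were lost cannot be told apart from a fall of their own, since the medians of −0.90 and −0.79 did not differ (permutation p = 0.117). Handling of single preparations also cannot be told apart from an effect of TAC. The genes differed by a median of 0.70 between sham 1 and sham 2, nearly the size of the change between groups, but by 0.11 between TAC 1 and TAC 2, and dissociation of the heart can itself induce them. A biological effect of TAC remains open and untested.

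Dbp, a gene under the circadian clock, was among the largest falls with a mean of at least 5 CPM, and Nfil3, of the opposite phase, was known to be higher in TAC. A list of clock genes without these was written after this was seen and before the values of its members were known. Of the 14 genes tested, 14 moved as another time of day would have them. The 10 genes in phase with Dbp had a median log2 fold change of −0.82 and 10 were lower, and the 4 of the opposite phase (Arntl, Npas2, Clock and Cry1) had 0.79 and 4 were higher (exact permutation p = 0.00999, two-sided, over genes that are not independent). By the edgeR adjusted p, 2 of the 10 (Nr1d2 and Per3) and 1 of the 4 (Cry1) were called. Per1, one of the 10, is also induced like an immediate early gene. Nfil3, which was outside the test, was at 1.73 (edgeR adjusted p = 0.0282), and it was chosen for mention after its value was seen. The in-phase genes stood at −0.03 in sham 1, 0.66 in sham 2, −0.41 in TAC 1 and −0.32 in TAC 2 relative to the mean of the 4 libraries, so the sham libraries differed too. Collection of the TAC hearts at another time of the circadian day is a candidate explanation. A change of the clock by TAC itself would also give this pattern, and with no collection times used here it was not tested.

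Genes with seed sites had slightly lower medians. Transcript length and GC content may account for this, since after their correction the difference was 0.023. Matching on 3′UTR length and GC content left no difference (permutation p = 0.096), and over 12383 genes the log2 fold change fell with 3′UTR length (Spearman −0.138 across genes). Repression through the let-7, miR-16 and miR-200b seeds would place the real sites below the reordered controls, but 99 of 120 control 7-mers were as low or lower. This covers sites that match positions 2 to 8 only. For miR-92a and miR-24, 10 of 80 controls were as low (2 of 40 and 8 of 40), and repression through these cannot be told apart from the length trend with this number of controls. A trend with transcript length between 2 pairs of libraries could be technical (RNA quality, for instance) or biological, and neither was tested. Genes with sites for more families had longer 3′UTRs, so matching on length could also remove part of a real effect of many miRNAs.

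Changes tended to be larger in TAC 1. Of the 322 called genes that rose, 232 (72%) rose further in TAC 1 than in TAC 2, and of the 304 that fell, 232 (76.3%) fell further. A scaling error in TAC 1 would enlarge one direction and shrink the other, and the smaller share of 72% in both directions argues against it. A stronger response in 1 mouse, or other cells mixed into TAC 2, stays open and was not tested.

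Among the 3 ways to split the 4 libraries into pairs, 1 gave as many as 626 calls, the real one. The other splits gave 0 and 0 calls by edgeR, with 33 and 169 genes at an unadjusted p under 0.05. No other tool was run on them. Each of them puts 1 sham and 1 TAC library on either side, so a TAC difference becomes spread within the groups. Their low counts therefore cannot tell whether the calls of the real split arose by chance. With 3 splits chance cannot be excluded.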
